# FOXP1 suppresses immune response signatures and MHC class II expression in activated B-cell-like diffuse large B-cell lymphomas

**DOI:** 10.1038/leu.2015.299

**Published:** 2015-11-17

**Authors:** P J Brown, K K Wong, S L Felce, L Lyne, H Spearman, E J Soilleux, L M Pedersen, M B Møller, T M Green, D M Gascoyne, A H Banham

## Abstract

The FOXP1 (forkhead box P1) transcription factor is a marker of poor prognosis in diffuse large B-cell lymphoma (DLBCL). Here microarray analysis of FOXP1-silenced DLBCL cell lines identified differential regulation of immune response signatures and major histocompatibility complex class II (MHC II) genes as some of the most significant differences between germinal center B-cell (GCB)-like DLBCL with full-length FOXP1 protein expression versus activated B-cell (ABC)-like DLBCL expressing predominantly short FOXP1 isoforms. In an independent primary DLBCL microarray data set, multiple MHC II genes, including human leukocyte antigen DR alpha chain (*HLA-DRA*), were inversely correlated with *FOXP1* transcript expression (*P*<0.05). FOXP1 knockdown in ABC-DLBCL cells led to increased cell-surface expression of HLA-DRA and CD74. In R-CHOP (rituximab, cyclophosphamide, doxorubicin, vincristine and prednisone)-treated DLBCL patients (*n*=150), reduced HLA-DRA (<90% frequency) expression correlated with inferior overall survival (*P*=0.0003) and progression-free survival (*P*=0.0012) and with non-GCB subtype stratified by the Hans, Choi or Visco–Young algorithms (all *P*<0.01). In non-GCB DLBCL cases with <90% HLA-DRA, there was an inverse correlation with the frequency (*P*=0.0456) and intensity (*P*=0.0349) of FOXP1 expression. We propose that FOXP1 represents a novel regulator of genes targeted by the class II MHC transactivator CIITA (MHC II and CD74) and therapeutically targeting the FOXP1 pathway may improve antigen presentation and immune surveillance in high-risk DLBCL patients.

## Introduction

Diffuse large B-cell lymphoma (DLBCL) is an aggressive malignancy that represents approximately 40% of all non-Hodgkin's lymphomas and displays heterogeneous clinical and molecular characteristics. Molecular subtyping has identified a germinal center B-cell (GCB)-like DLBCL with a more favorable outcome, a poor prognosis activated B-cell (ABC)-like subtype and an intermediate 'Type 3' group.^1, 2^

DLBCL cell-of-origin (COO) groups are characterized by mostly distinct oncogenic pathways; thus it is important to identify predictive markers in order to enable patients to be subtyped for personalized molecularly targeted therapy and as a useful prognostic marker for response to standard R-CHOP therapy (rituximab, cyclophosphamide, doxorubicin, vincristine and prednisone). One such marker is FOXP1 (forkhead box P1), a transcription factor belonging to the forkhead box family,^3^ that is involved in B-cell development.^4^ The *FOXP1* gene maps to a tumor-suppressor locus at 3p14.1, and although a tumor-suppressive role for FOXP1 has been identified in certain malignancies,^5^ other studies have suggested an oncogenic role in lymphoma. One mechanism being the ability of FOXP1 to potentiate Wnt/β-catenin signaling in DLBCL.^6^ For example, in an R-CHOP-treated cohort of DLBCL cases (*n*=233), higher than average *FOXP1* expression correlated with significantly inferior overall survival (OS; *P*=0.0113).^7^ Activation-induced short isoforms (FOXP1_S_)^8^ and genetic rearrangements of *FOXP1* leading to truncated FOXP1 isoforms^9^ may also have important biological roles, for example, by altering or interfering with the normal function of the full-length FOXP1 (FOXP1_L_) protein or by acquiring novel functions.

FOXP1 has previously been shown to have important roles in both B- and T-cell development.^4, 10^ Gene expression microarray analyses have shown that FOXP1 overexpression in striatal cells within the central nervous system downregulates many immune-related genes, indicating a possible role of FOXP1 as a repressor of immune responses.^11^

Gene expression profiling studies have also been used to identify other biological groupings or 'signatures' within DLBCL that may have predictive value. The Leukemia and Lymphoma Molecular Profiling Project identified proliferation, lymph node (host response), germinal center differentiation and major histocompatibility complex class II (MHC II) as clinically relevant pathways,^2^ while others have identified DLBCL with oxidative phosphorylation, B-cell receptor/proliferation or host response signatures.^12^

Previous studies have demonstrated that low tumor MHC II levels are associated with shorter survival; for example, in a uniformly treated series of 82 patients human leukocyte antigen DR alpha chain (HLA-DR)-positive DLBCL had a median OS of 16.2 years, while HLA-DR-negative patients had a much lower median OS of 4.2 years.^13^ Low levels of MHC II expression in DLBCL are proposed to reduce antigen presentation and thus facilitate tumor immune evasion,^14^ leading to decreased patient survival.^15^ Supporting data include a recent study using flow cytometry analysis of tumor-infiltrating lymphocytes in DLBCL that identified differences in the CD4/CD8 T-cell ratio on loss of HLA-DR.^16^ Low MHC II expression has also been associated with plasmacytic differentiation and ABC-DLBCL.^17^

The expression of MHC II molecules is dependent on DNA-binding factors, the NF-Y complex, CREB and the RFX complex, which recruit the non-DNA-binding class II MHC transactivator (CIITA) protein.^18^ CIITA is the master regulator of MHC II transcription, acting as a transcriptional coactivator of MHC II through formation and stabilization of an ‘enhanceosome' with RFX and NF-Y transcription factors, as well as recruitment of histone acetyltransferases to alter chromatin accessibility.^19, 20^ The ‘enhanceosome' complex not only acts on promoters of classical and non-classical MHC II genes but also on the promoters of additional genes involved in antigen presentation such as the invariant chain (CD74).^21^

Loss of MHC II expression in immune-privileged (IP) DLBCL subsets occurs through deletions of the MHC II locus, while chromosomal translocations resulting in *CIITA* gene fusions in Hodgkin lymphoma cell lines lead to downregulation of MHC II molecules on the cell surface.^22^ However, no similar common genetic alterations have been found in MHC II genes or *CIITA* in non-IP DLBCL cases and cell lines to date.^23, 24, 25^ The mechanism of MHC II downregulation in most DLBCL is currently unknown but may involve a regulatory factor that coordinates MHC class II signature genes as MHC II and associated genes (for example, *CD74*) are localized on different chromosomes, yet both show reduced expression in DLBCL.^26^

In this study, we have identified a novel relationship between FOXP1 and genes regulated by the CIITA complex, through microarray analyses of FOXP1-silenced DLBCL lines. We have also shown that FOXP1 silencing can lead to an increase in surface MHC II and CD74 in ABC-DLBCL. Furthermore, significant inverse relationships between MHC II molecules and FOXP1 at both the transcript and protein levels have been identified in primary DLBCL samples.

## Patients and methods

### Patient samples and cell lines

Reactive tonsils were provided by the John Radcliffe Hospital (Oxford, UK). DLBCL tissue microarrays comprising duplicate 1.0-mm cores from a series of patients uniformly treated in Denmark with R-CHOP with curative intent (*n*=160) are as previously described.^7, 27^ Table 1 lists clinical characteristics of all patients according to HLA-DRA expression. Informed consent was obtained from all patients in accordance with the Declaration of Helsinki, and local ethical approval was obtained from the Research Ethics Committee South Central—Oxford B (CO2.162). DLBCL cell lines were sourced and maintained as described previously; they are regularly immunophenotyped and shown to be mycoplasma free.^8^

### FOXP1 silencing by siRNA

FOXP1 expression was silenced in DLBCL cell lines by Nucleofection program X-001 in an Amaxa Nucleofector II Device (Lonza, Slough, UK). Briefly, 2x10^6^ cells were electroporated in Solution L supplemented with 1μm FOXP1-targeting HSS178308 (si*FOXP1* #1) or HSS178309 (si*FOXP1* #2) Stealth RNAi (Invitrogen, Carlsbad, CA, USA), or negative control siRNA duplex (Stealth RNAi Low GC, Invitrogen), and harvested after 48 h for western blotting and quantitative reverse-transcription PCR (qRT-PCR) analysis. Three independent experiments were performed for samples analyzed by microarray. For immune molecule fluorescence-activated cell sorting studies, OCI-Ly3 cells were subjected to consecutive rounds of silencing at 0 and 72 h, with flow cytometric analysis taking place at 144 h.

### Microarray hybridization for identification of FOXP1-regulated genes

Triplicate-paired FOXP1 siRNA-treated and control siRNA-treated total RNA samples were hybridized to human whole-genome expression microarrays using a two-color system (Agilent Microarray Design Id:014850; Agilent Technologies LDA UK Limited, Stockport, Cheshire, UK). Arrays were scanned using Feature Extraction (Agilent, version 10.5.1.1, Agilent Technologies LDA UK Limited), which applied intra-array linear and loess normalizations. Processed slide image data were imported to GeneSpring GX (Agilent, version 11.5, Agilent Technologies LDA UK Limited) where data derived from 41 078 probes were log_2_-transformed and normalized for downstream analysis. The gene expression microarray data have been deposited in the NCBI Gene Expression Omnibus database with accession number GSE71526.

### Microarray data analysis

To identify genes showing differential expression within cell lines and between subtypes, *t*-tests and analysis of variance were used. Significance was determined using a *P*-value of <0.05 after multiple testing correction (Benjamini–Hochberg) and log_2_ ratio of minimum ±0.5 (1.41-fold change). To identify common biological themes within si*FOXP1*-treated cell lines, Gene Ontology (GO) enrichment analysis was conducted on lists of differentially expressed genes (Supplementary Methods).

### qRT-PCR and western blotting

Methods for qRT-PCR and western blotting experiments have been described previously.^28^ Details of TaqMan probes and gene expression quantification are described in Supplementary Methods, antibodies used for western blotting are shown in Supplementary Table S3.

### Flow cytometry for immune cell surface markers

After FOXP1 or control siRNA treatment (144 h), OCI-Ly3 cells were incubated with anti-HLA-DRA-PE (12-9956-42, eBioscience, San Diego, CA, USA) or anti-CD74-PE (12-0748-42, eBioscience) or isotype control antibodies diluted 1:200 in phosphate-buffered saline/0.5% bovine serum albumin/2 mm EDTA. After a wash with phosphate-buffered saline and fixation in 1% formaldehyde, flow cytometric analysis was performed using the FACSCalibur (Becton Dickinson, San Jose, CA, USA) and FlowJo software (Treestar, San Carlos, CA, USA).

### Data-mining from published microarray data sets

The Lenz microarray data set^29^ comprising gene expression profiling data for 414 DLBCL tumors was obtained from Gene Expression Omnibus (accession number: GSE10846). Further details are provided in Supplementary Methods.

### Immunohistochemistry (IHC)

IHC labeling of DLBCL tissue microarrays for FOXP1, HIP1R and COO markers has been described previously.^7^ Staining for HLA-DRA expression, using 1:50 dilution of mouse monoclonal clone LN-3 (Leica Biosystems Ltd, Newcastle Upon Tyne, UK) was performed after dewaxing and heat-mediated antigen retrieval in 50 mm Tris/2mM EDTA pH9.0, using an EnVision Kit according to the manufacturer's instructions (DakoCytomation, Glostrup, Denmark). HLA-DRA expression was independently scored by AHB/LL/EJS, who were blinded to patient outcome and clinical characteristics. A qualitative score was generated where 3=strong staining of comparable intensity to normal lymphocytes in tonsil controls (which exhibited homogeneously strong membrane staining) and 2=moderate, 1=weak and 0=no labeling (tumors were only scored as negative when internal controls were positive). A quantitative score was generated for tumor cell positivity in 10% increments. Previous studies of HLA-DR expression in lymphomas selected an area of minimum intensity staining for scoring based on the rationale that these cells are more likely to escape immune surveillance.^30^ Thus lower frequency and intensity values were selected where there was a discrepancy between duplicate cores. DLBCL from immune-privileged sites commonly show loss of MHC II expression as a result of locus deletions.^31, 32^ As our aim was to investigate FOXP1 as a potential regulator of HLA-DRA expression, we excluded the eight testicular DLBCL from our analyses.

### Chromatin immunoprecipitation (ChIP)

Formaldehyde cross-linked chromatin was prepared from 1 × 10^7^ cells from each DLBCL cell line, and ChIP was performed using anti-FOXP1 and control antibodies (Supplementary Table S3) as previously described.^7^ Precipitated DNA samples were analyzed by 30 cycles of PCR amplification with specific primers (Supplementary Table S5) using GoTaq DNA polymerase (Promega, Madison, CA, USA). A total of 15% input sample was amplified as a positive control for each cell line and primer set.

### Statistical analysis

Continuous and categorical variables were compared using Mann–Whitney *U* and chi-square tests, respectively, while correlation coefficients were estimated using Pearson correlation (GraphPad Prism v6.05; La Jolla, CA, USA). Kaplan–Meier method was used for survival analyses, which were compared using log-rank test. Multivariate analysis was performed using Cox proportional hazards model (SPSS Statistics v22; Chicago, IL, USA). A two-sided *P*-value of <0.05 determined statistical significance in all analyses.

## Results

### FOXP1 depletion from DLBCL cell lines

GCB-DLBCL lines commonly express little FOXP1 protein, but when strongly expressed it is predominantly FOXP1_L_, while ABC-DLBCL are generally FOXP1^+^ and express detectable FOXP1_L_ but mostly FOXP1_S_.^8^ To assess whether FOXP1_S_ has a distinct role in ABC-DLBCL, knockdown of total FOXP1 expression was performed using two validated FOXP1-targeting siRNAs (Supplementary Figure S1) in two FOXP1^+^ GCB-DLBCL lines (DB and Karpas 422) and two ABC-DLBCL lines (HBL-1 and OCI-Ly3). After 48 h, FOXP1 proteins were efficiently depleted from these cell lines.

### Gene expression profiling and validation of FOXP1 target genes

RNAs prepared from samples with validated FOXP1 silencing after 48 h were hybridized to Agilent human whole-genome expression microarrays, with each FOXP1 siRNA being compared with a non-targeting siRNA control. 

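Each of 24 2-colour arrays compared RNA from cells transfected with siFOXP1 #1 or siFOXP1 #2 with RNA from the same line transfected with a non-targeting siRNA (siCtrl), 48 h after transfection. DB and K422 are GCB-DLBCL lines, HBL-1 and OCI-Ly3 are ABC-DLBCL lines, and each combination of line and siRNA had 3 replicates. FOXP1-silenced RNA carried Cy3 and control RNA Cy5 on every array, so within a line a dye bias of a probe cannot be separated from an effect of silencing. The authors deposited the Feature Extraction output, which holds for each spot a log10 ratio of Cy5 over Cy3 after background subtraction and normalization within the array. The ratios were turned to log2(siFOXP1/siCtrl), control spots and outlier spots were left out, spots of a probe were averaged, and each of 30142 genes was represented by its brightest probe. One limma model over all arrays gave a mean per line and siRNA, and genes were called at a Benjamini-Hochberg adjusted p under 0.05 with a change of at least 2-fold or 1.41-fold. Between 57.3% and 64.5% of probes on an array were well above background in at least one channel, and the number of arrays limits the precision. DB and OCI-Ly3 were scanned together in 1 session and K422 and HBL-1 in the other, so each session held 1 line of each subtype.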

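The FOXP1 transcript was measured by a probe at 71091098 to 71091157 on chromosome 3 of hg18 and was lower on 6 of 6 arrays in every line. Its log2 ratio was -2.00 ± 0.79 (SD, n = 6 arrays) in DB, -1.34 ± 0.47 in K422, -1.74 ± 0.55 in HBL-1 and -1.96 ± 0.54 in OCI-Ly3, with limma adjusted p between 2.42e-11 in OCI-Ly3 and 3.30e-09 in K422. The 2 siRNAs differed in strength, with -2.70 for siFOXP1 #2 against -1.30 for #1 in DB, -1.76 against -0.91 in K422, -2.19 against -1.29 in HBL-1 and -2.45 against -1.48 in OCI-Ly3. A dimmer FOXP1 probe averaged -1.82 over the 4 lines.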

The two siRNAs used for targeting FOXP1 gave statistically reproducible results in each DLBCL cell line (Supplementary Figure S2). 

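Across 29746 genes, which are not independent replicates, the mean log2 ratios of siFOXP1 #1 and #2 had a Pearson correlation of 0.353 in DB, 0.540 in K422, 0.745 in HBL-1 and 0.517 in OCI-Ly3. Spearman's rho was 0.291, 0.500, 0.680 and 0.473 in the same order. Simulated siRNAs without effect gave a Pearson correlation of 0.498 when they shared control RNA, and a value near 0 otherwise, and whether control RNA was shared is not known. The simulated control and siFOXP1 RNA had equal noise and no dye bias, which fixed the 0.498 in advance. A comparison with it therefore cannot decide whether the siRNAs gave alike results. The value in DB lies below 0.498, and those in K422 and OCI-Ly3 lie just above it and fell to 0.439 without replicate 3 of K422 and 0.417 without replicate 2 of OCI-Ly3. Between lines the correlation ran from 0.351 for K422 and OCI-Ly3 to 0.469 for K422 and HBL-1. Among genes well above background in both channels it was 0.424 in DB, 0.735 in K422, 0.870 in HBL-1 and 0.732 in OCI-Ly3. Normexp with median centring moved it most, to 0.809 in K422, and it was 0.277 in OCI-Ly3. Genes that differed between the siRNAs numbered 119 in DB, 57 in K422, 65 in HBL-1 and 65 in OCI-Ly3. With arrays of the same replicate number as a block these counts were 525, 188, 209 and 194.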

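At 2-fold, 45 genes were higher and 87 lower on FOXP1 silencing in DB, 134 higher and 148 lower in K422, 281 higher and 220 lower in HBL-1, and 131 higher and 112 lower in OCI-Ly3. Higher genes called in a single line numbered 29 in DB, 102 in K422, 242 in HBL-1 and 98 in OCI-Ly3, and lower genes 22, 66, 115 and 29. Being called in 1 line and not in another does not test the difference between them. Of the lower genes, 29.9% in DB, 51.4% in K422, 58.2% in HBL-1 and 33.9% in OCI-Ly3 were well above background in at least one channel, against 57.6%, 62.0%, 61.7% and 60.0% of all genes and 66.7%, 67.9%, 84.3% and 79.4% of the higher genes. Normexp background correction with loess gave the fewest lower genes in each line, 2 in DB, and normexp with median centring gave the fewest higher genes in DB, K422 and HBL-1, 3 in DB. Leaving out replicate 1 of DB raised its higher genes to 93, and leaving out replicate 2 of HBL-1 raised those of HBL-1 to 453.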

A comparison of individual FOXP1-repressed genes and FOXP1-induced genes (for example, genes induced or repressed, respectively, on FOXP1 silencing) with at least a twofold differential expression revealed few common targets across DLBCL lines, highlighting the difference between the two DLBCL subtypes (Figure 1a). Across all the four cell lines, there were no genes commonly repressed more than twofold by FOXP1, while 47 genes were commonly activated by FOXP1. 

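In all 4 lines, 32 genes were lower at least 2-fold and 0 were higher, and permuting gene labels within each line gave 0 such genes in each direction in 1000 permutations. At 1.41-fold, 55 genes were lower and 22 higher in all 4 lines. FOXP1 itself was the only 1 of the 32 with signal well above background in the siFOXP1 channel on 50% or more of the arrays of every line. For 17 of the 32 the siFOXP1 channel was not well above background on any of the 24 arrays, so their ratios rest on surrogate values and their size is not measured. Some were barely above background in the siCtrl channel too, AF086125 on 1 array and BX111338 and GABRA4 on 2 arrays each. In the siFOXP1 channel TMPRSS2 was well above background on 8 arrays, NEXN on 11 and THC2709441 on 16. Requiring signal well above background in at least one channel left 7 genes, and normexp with loess left 1.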

Within the FOXP1-induced gene set, 76 of the 91 (84%) genes regulated in both ABC-DLBCL lines were also present in at least one other GCB-DLBCL line. In contrast, only 5 of the 31 (16%) genes within the FOXP1-repressed gene set in ABC-DLBCL lines were also present in another GCB-DLBCL line. Thus FOXP1-dependent activation appears conserved in both GCB- and ABC-DLBCL cells, while GCB/ABC-specific functions rendered by FOXP1 are likely achieved through repression of gene expression.

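Of 75 genes lower in both HBL-1 and OCI-Ly3, 60 were also lower in DB or K422, which is 80.0% (exact 95% interval 69.2% to 88.4%). The share was lowest, at 51.9%, under the t-test of the methods with Benjamini-Hochberg adjustment, which left 54 genes in both lines.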

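Of 24 genes higher in both ABC-DLBCL lines, 4 were also higher in DB or K422, which is 16.7% (exact 95% interval 4.74% to 37.4%). The shares of lower and of higher genes differed by Fisher's exact test (2-sided p = 3.57e-08), which treats genes as independent. The 75 lower genes fell to 1 under normexp with loess and 4 with median centring. With both channels required to be well above background they fell to 2. The 24 higher genes fell to 4, 4 and 10 in the same order, so under these settings the contrast rests on few genes. With siFOXP1 #1 alone the share of higher genes was 35.3%, or 6 of 17.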

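A test of the difference itself, HBL-1 and OCI-Ly3 against DB and K422, called 682 genes at an adjusted p under 0.05 and a difference of at least 1.41-fold, 421 higher in the ABC-DLBCL lines and 261 lower. It covers these 4 lines, and limma on the 4 line means called 0 genes, with 524 that differed at least 1.41-fold at an unadjusted p under 0.05. Within a scan, 430 genes differed between OCI-Ly3 and DB and 1307 between HBL-1 and K422, 79 of them in both and in the same direction. From the larger share of lower genes found in both subtypes, the paper reasons that activation by FOXP1 appears to be shared between GCB- and ABC-DLBCL cells and that differences between the subtypes probably arise through repression.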

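By fitted ratio, which for a channel at background rests on surrogate values, the genes with the greatest rise among those changed alike, and well above background in a channel, on all 6 arrays of a line were AL080232, C1QTNF5 and AK055214 in DB, SLC1A1, TBC1D9 and THC2665334 in K422, SYT17, ATAD4 and LHFPL2 in HBL-1, and P2RY14, CNKSR3 and ZYG11A in OCI-Ly3. AK055214 had a log2 ratio of 1.61 ± 0.41 (SD, n = 6) in DB and 2.39 ± 0.16 in K422, and LHFPL2 3.63 ± 0.31 in HBL-1, where its siCtrl channel was well above background on 3 of 6 arrays, and 1.39 ± 0.05 in OCI-Ly3. SYT17 in HBL-1, ATAD4 in HBL-1, P2RY14 in OCI-Ly3 and CNKSR3 in OCI-Ly3 were not well above background in the siCtrl channel and have bounds, of at least 2.48-fold, 1.84-fold, 1.58-fold and 1.55-fold higher. The bounds were at least 1.23-fold for C1QTNF5 in DB, 1.26-fold for TBC1D9 in K422 and 1.25-fold for ZYG11A in OCI-Ly3. A bound sets the mean of the bright channel against the lowest signal well above background in the dim channel, per array after loess and Aquantile normalization, and is open to dye bias. The greatest falls among such genes were of C12orf42, RNF175 and FOXP1 in DB, AF334588, C12orf42 and OR2W3 in K422, LOC100128178, AF334588 and AK021467 in HBL-1, and AF334588, LOC348174 and FAM123A in OCI-Ly3. Apart from FOXP1, none of these was well above background in the siFOXP1 channel of the line named, so their order, and their place above FOXP1 in DB, is not established, and the bounds for AF334588 were at least 1.26-fold lower in DB, 1.49-fold in K422, 1.46-fold in HBL-1 and 1.41-fold in OCI-Ly3.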

Several genes displaying greatest fold changes were selected for validation by qRT-PCR within the same samples used for the microarray analysis (Supplementary Figure S3) and in an independent sample set including four additional GCB- and ABC-DLBCL lines (Figure 1b). A subset of genes previously associated with FOXP1 in primary DLBCL through correlation with COO classification (*LPP*,^33^ *NEIL1*^34^ and *VNN2*^33^) were shown to be direct targets of FOXP1 by ChIP in one or more DLBCL lines (Figure 1c). However, where FOXP1 did not appear to bind the gene directly, despite regulating transcript expression (for example, *LPP* in K422 cells), it is possible that FOXP1 may act indirectly or via additional binding sites as only five promoter regions (with the highest numbers of FOXP consensus sites) were tested for each target. There are several clear differences in FOXP1-dependent activity between ABC- and GCB-DLBCL cells; for example, *CHAC1* expression was upregulated in GCB-DLBCL lines but downregulated in a subset of ABC-DLBCL. The analysis of individual FOXP1 target genes validated that the microarray data were reproducible with an independent technique, that the genes were regulated in an extended DLBCL cell line panel and that the data set contained direct FOXP1 targets.

### Comparison of biological processes associated with FOXP1 regulation in DLBCL cell lines

Studies involving B-cell receptor signaling and nuclear factor-κB pathway mutations show that multiple genes can be targeted to deregulate the activity of a pathway or biological process and that individual tumors achieve this in various ways.^35, 36, 37^ Thus further analyses were performed to identify biological processes associated with FOXP1 target genes that may be regulated by FOXP1 and their conservation or variation between DLBCL subtypes.

To identify FOXP1-regulated biological processes in GCB- and ABC-DLCBL cell lines, we applied GO enrichment analysis to FOXP1-repressed or FOXP1-induced gene sets with a fold change cutoff of ±1.41 (corresponding to ±0.5 on log_2_ scale), comparable to other studies.^38^ Genes commonly regulated by FOXP1 in GCB- or ABC-DLBCL cells were derived from several distinct biological processes (Figure 2). GO terms (false discovery rate <0.05) enriched in both DB and Karpas 422 (that is, specific for GCB-DLBCL) or both OCI-Ly3 and HBL-1 (that is, specific for ABC-DLBCL) were identified (Supplementary Table S1). GO terms enriched only in a single-cell line were excluded from further analyses as our aim was to identify common or subtype-specific rather than cell line-specific FOXP1 functions.

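Of the genes that Supplementary Table 1 lists for T cell activation, 32 of 48 passed the 1.41-fold threshold as higher in OCI-Ly3 and 43 of 56 in HBL-1. The list for OCI-Ly3 had 16 genes past it in HBL-1, 1 in DB and 4 in K422, and that for HBL-1 had 14 in OCI-Ly3, 1 in DB and 6 in K422. Of those listed for the MHC class II protein complex, 10 of 12 passed in OCI-Ly3 and 6 of 7 in HBL-1, and 0 in DB or K422. The study chose these lists on the same samples, so the counts are not independent evidence, and no enrichment was computed.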

In the FOXP1-repressed gene sets, ABC-DLBCL cells showed enrichment of immune-related GO terms, including MHC II molecules, regulation of immune responses and leukocyte activation (Figure 2a). Gene expression microarray analysis of FOXP1-overexpressing human B cells has produced similar findings showing regulation of the immune response and leukocyte activation signatures,^39^ and thus FOXP1 appears to be a broad controller of multiple B-cell:T-cell interaction molecules in both normal and malignant B cells.^4, 10^ FOXP1-dependent targets in GCB-DLBCL cell lines exhibited enrichment for distinct GO terms related to neuron components and regulation of metabolic processes.

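For neuron projection in DB, 22 of the 48 genes that the table lists were higher past the 1.41-fold threshold in DB, 10 in K422, 13 in HBL-1 and 11 in OCI-Ly3. For dendrite in K422, 18 of 40 were higher in K422, 6 in DB, 8 in HBL-1 and 7 in OCI-Ly3.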

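Of the genes listed for cell chemotaxis, 9 of 25 were lower past the 1.41-fold threshold in OCI-Ly3, with 5 of these 25 lower in HBL-1, 2 in DB and 2 in K422. In the list for HBL-1, 16 of 28 were lower in HBL-1, 4 in OCI-Ly3, 5 in DB and 7 in K422. The list for chemotaxis in K422 had 25 of 53 genes lower in K422, 7 in DB, 13 in HBL-1 and 5 in OCI-Ly3.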

Within FOXP1-induced gene sets, both GCB- and ABC-DLBCL cell lines showed enrichment of GO terms pertaining to cell movement (Figure 2b), suggesting a common function of FOXP1 in activating migration. These observations are consistent with the Venn diagrams described earlier (Figure 1a) in which a higher proportion of genes shared by GCB- and ABC-DLBCL cell lines was found in FOXP1-induced gene sets but not in the FOXP1-repressed gene sets.

### FOXP1 silencing in ABC-DLBCL cells upregulates MHC II expression

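The 18 MHC II genes, every HLA-D gene of the array and CD74, had a median log2 ratio of 0.56 in OCI-Ly3 and 0.35 in HBL-1, and of -0.10 in DB and -0.13 in K422. As a set they were higher in OCI-Ly3 (limma camera, adjusted p = 4.42e-17) and HBL-1 (adjusted p = 5.07e-06), with 18 and 15 of the 18 genes above 0. Both calls held under fry (adjusted p = 1.03e-08 and 1.20e-06). Camera used a preset correlation between genes, not one estimated from these arrays, so its p-values can be too small for genes that vary together. The set was lower in DB under camera (adjusted p = 0.0241, 4 genes above 0) but not under fry (0.0791), and in K422 under neither (0.0801 and 0.0997). Without replicate 2 of DB the camera call in DB was lost (0.868), and without any 1 replicate of DB or without replicate 3 of K422 the set was called lower in K422, at adjusted p down to 0.0215. Camera also called the set lower in K422 under normexp with loess (median -0.15) and with median centring (median -0.35). The same held with the mean over probes, with siFOXP1 #2 alone and with each line fitted alone, so a fall in K422 depends on the setting. The difference between the subtypes had a camera adjusted p of 1.39e-25 and a fry adjusted p of 1.03e-08, with a median of 0.54. Median centring without loess moved the set most, to a median of 0.10 in HBL-1 and an adjusted p of 0.0869. CD74, at 149772415 to 149772474 on chromosome 5 of hg18, had a log2 ratio of 0.73 ± 0.20 (SD, n = 6) in OCI-Ly3 and 0.95 ± 0.24 in HBL-1 and was higher on 6 of 6 arrays of each. CIITA had 0.51 ± 0.13 in OCI-Ly3, higher on 6 of 6 arrays (adjusted p = 0.0826), and 0.13 ± 0.17 in HBL-1 (adjusted p = 0.740), so neither passed the threshold with its brightest probe. With the mean over its 4 probes CIITA passed in OCI-Ly3, at 0.61, and it passed without replicate 1 of DB (adjusted p = 2.55e-05) or replicate 3 of DB (adjusted p = 0.0392), whose arrays enter the shared spread.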

MHC II genes were not individually among the most highly upregulated on FOXP1 silencing but were frequently repressed by FOXP1 in the ABC-DLBCL cell lines along with the non-MHC CIITA target gene *CD74* and *CIITA* itself (Figure 3a). For example, in OCI-Ly3, 13 of the 18 (72%) MHC II transcripts were upregulated >1.41-fold on FOXP1 silencing, with 7 of the 18 (39%) being regulated in HBL-1. 

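In OCI-Ly3, 11 of the 18 MHC II genes were called higher at 1.41-fold, and the number was the same when p was adjusted over the list alone. They were CD74, HLA-DMA, HLA-DMB, HLA-DOA, HLA-DQB1, HLA-DQB2, HLA-DRB1, HLA-DRB3, HLA-DRB4, HLA-DRB5 and HLA-DRB6. In HBL-1, 6 were called, also over the list alone, namely CD74, HLA-DMA, HLA-DOB, HLA-DQA1, HLA-DQB1 and HLA-DQB2. The DRB, DQA and DQB genes are near-identical copies whose probes can bind each other's RNA. Counting a gene when any of its probes passed gave 13 in OCI-Ly3 and 7 in HBL-1, and median centring gave 4 and 2. Without replicate 1 of HBL-1, 3 genes were called in HBL-1, and HLA-DQA1, HLA-DQB1 and HLA-DQB2 were no longer among them.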

No MHC II genes were upregulated significantly in DB or Karpas 422 lines. 

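In DB and K422, 0 of the 18 were called higher under limma and under every alternative that was run. HLA-DQA2 was called lower in DB, at -0.51 ± 0.62 (SD, n = 6, adjusted p = 0.0236), lower on 5 of 6 arrays, but its siCtrl channel was well above background on 3 of 6, and without replicate 1 or 2 of DB or with replicates as a block it was not called. HLA-DQB1 was called lower in DB too (limma adjusted p = 6.26e-04), but not under normexp with loess, with the mean over probes or with siFOXP1 #2 alone. It, HLA-DQA1 and HLA-DRB6 were not well above background in either channel in DB, so no fold is given, although their values enter the set tests.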

To obtain a global view of transcript expression, we visualized the expression levels of selected MHC II genes against a background of 41 000 probes (excluding control probes) present on the microarray on scatter plots. 

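HIP1R, with a probe at 121913400 to 121913459 on chromosome 12 of hg18, had a log2 ratio of 1.07 ± 0.23 (SD, n = 6) in HBL-1 and 0.55 ± 0.12 in OCI-Ly3, and 0.04 ± 0.21 in DB and 0.31 ± 0.14 in K422. Its difference between the subtypes was 0.64 (standard error 0.06, limma adjusted p = 3.30e-06), and without replicate 3 of OCI-Ly3 its value there was 0.50, just under the threshold. HLA-DQB1 had 0.90 ± 0.17 in OCI-Ly3 and 0.53 ± 0.31 in HBL-1, and HLA-DQB2 0.92 ± 0.19 and 0.56 ± 0.35. HLA-DMA had 0.55 ± 0.16 and 0.60 ± 0.14 in the same order. HLA-DOA had 0.58 ± 0.15 in OCI-Ly3 (adjusted p = 6.08e-05) but 0.15 ± 0.13 in HBL-1 (adjusted p = 0.178), and of its 4 other probes in HBL-1, 3 had from 0.33 to 0.62 and 1 was not well above background. Genes called in both lines were CD74, HLA-DMA, HLA-DQB1 and HLA-DQB2, 4 of 18, and without replicate 1 of HBL-1 there were 2.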

None of the MHC II genes or the known direct FOXP1 target *HIP1R* were significantly upregulated in both GCB-DLBCL lines (Figure 3b), whereas *HIP1R* and five CIITA-regulated genes (*CD74*, *HLA-DQB1*, *HLA-DQB2*, *HLA-DOA*, *HLA-DMA*) were significantly upregulated in both FOXP1-depleted OCI-Ly3 and HBL-1 lines. The established contribution of MHC II downregulation to poor clinical outcomes and its correlation with the ABC-DLBCL subtype in primary DLBCL led us to further explore their relationship with FOXP1.^13, 17^

To validate the effect of FOXP1 depletion on MHC II expression at the protein level, flow cytometric analysis was performed on FOXP1-depleted OCI-Ly3 (Figure 4a). The surface levels of CD74 and HLA-DRA (the most abundant MHC II protein) were upregulated in both si*FOXP1* #1- and #2-treated OCI-Ly3 compared with the control siRNA-treated cells. Supplementary Figure S4 illustrates similar data from additional ABC-DLBCL cell lines and downregulation of CD74 and HLA-DRA on FOXP1 silencing in the GCB-DLBCL cell line Karpas 422.

### *FOXP1* was inversely correlated with the antigen processing and presentation pathway and individual MHC II transcripts in primary DLBCL

Gene Set Enrichment Analysis identified a significant inverse correlation between 'antigen processing and presentation' signature (entry no. hsa04612; KEGG database) and four independent *FOXP1* probes in a primary DLBCL microarray data set (*n*=414; GSE10846: Figure 4b).^29^ MHC II genes contributing to the core enrichment of the gene set on a negative scale, in all four *FOXP1* probes, included *HLA-DRA*, *HLA-DMB*, *HLA-DQB1*, *HLA-DPA1*, *HLA-DPB1* and *HLA-DRB1* (Supplementary Table S2). The relationship between *FOXP1* and individual MHC II genes was further evaluated within GCB (*n*=183) or ABC (*n*=167) molecularly defined DLBCL subtypes: *FOXP1* displayed significant inverse relationships (*r*<−0.15; *P*<0.05) with *HLA-DRA*, *HLA-DMB* and *HLA-DQB1* in both DLBCL subtypes (Figure 4c). Thus, in contrast to our *in vitro* studies with pure lymphoma cell populations, primary DLBCL biopsies containing the tumor cells and their microenvironment exhibit a relationship between MHC II and *FOXP1* gene expression independently of COO subtype. A differential relationship between *FOXP1* transcripts and FOXP1 proteins in GCB- and ABC-DLBCL cells could also explain this phenomenon.

### Analysis of HLA-DRA protein expression in primary DLBCL

We therefore specifically studied the relationship between FOXP1 and MHC II molecules and DLBCL subtype at the protein level in primary DLBCL using IHC. HLA-DRA was selected for further studies as it is the most highly expressed MHC II protein, there is a commercially available paraffin reactive monoclonal antibody (clone LN-3) and HLA-DRA has been previously demonstrated to have clinical relevance at both the transcript and protein level in CHOP-treated DLBCL.^13, 17, 40, 41, 42^

As there was no previously reported clinically relevant IHC cutoff for HLA-DRA expression in R-CHOP-treated patients, both the intensity and frequency of HLA-DRA expression were initially assessed. A number of DLBCL exhibited reciprocal patterns of FOXP1 and HLA-DRA expression (Figure 5a). COO subtyping was previously demonstrated to be clinically relevant in this series,^7^ and the frequency of HLA-DRA expression was significantly lower in non-GCB DLBCL subtyped using either the Hans,^43^ Choi^44^ or Visco–Young^45^ IHC algorithms (all *P*<0.01; Figure 5b).

HLA-DRA expression was evaluable for 150/152 tissue microarray cases (98.7%). Quantitative frequency expression data were primarily used to investigate the clinical relevance of HLA-DRA expression as the qualitative intensity of expression was found to be less clinically relevant in initial tests (Figure 6). Testing different frequency cutoff scores indicated that cutoffs of 80% or 90% were most clinically relevant in terms of patients' outcome. It was observed that more non-GCB DLBCL than GCB-DLBCL exhibited a score of 80% HLA-DRA positivity (Figure 5b), therefore the cutoff for HLA-DRA expression was set at ⩾90% to capture this difference between the COO subtypes and its better prediction of progression-free survival (PFS).

### Reduced frequency HLA-DRA expression was significantly associated with markers of high-risk disease and poor outcome

HLA-DRA expression levels were independent of patients' age, sex, performance status, the number of extranodal sites and the International Prognostic Index (IPI) (Table 1). Reduced HLA-DRA frequency of expression (<90%) correlated with several indicators of high-risk disease, including elevated lactate dehydrogenase (*P*=0.0123), higher stage (*P*=0.0376) and a non-GCB phenotype (Hans, *P*=0.0016; Choi, *P*=0.0135; Visco–Young, *P*=0.0088). Consistent with these findings, patients with reduced HLA-DRA expression (<90%) were found to have significantly worse OS (*P*=0.0003), and PFS (*P*=0.0012) (Figure 5c), corresponding to 5-year OS rates of 72% versus 38% and 5-year PFS rates of 63% versus 36%. Patients with reduced intensity HLA-DRA expression also exhibited poor OS (*P*=0.0091) and PFS (*P*=0.0103) (Supplementary Figure S5A), although this was less significant than the quantitative score.

### Reduced frequency HLA-DRA expression identified patients with inferior outcome in low-risk IPI and COO subgroups

Reduced frequency of HLA-DRA expression identified a subgroup (23.8%) of high-risk patients in the low-risk IPI group (score 0–2: *P*=0.0008; Supplementary Figure S5B) and in the low-risk GCB subgroups (Hans (15.9%), *P*=0.0089; Choi (19.1%), *P*=0.0028; Visco–Young (18.8%), *P*=0.0084; Supplementary Figure S6), irrespective of the subtyping algorithm used. No significant differences were observed within the high-risk IPI group or the non-GCB DLBCL subgroup, although there was a trend toward lower expression and worse outcome (Supplementary Figures S5B and S6). In multivariate analyses, the association of reduced (<90%) HLA-DRA expression with poor OS and PFS remained significant, being independent of a high IPI score and non-GCB phenotype (Table 2).

### The reciprocal expression of FOXP1 and its direct target HIP1R are associated with HLA-DRA in primary DLBCL

There was significantly higher-intensity HLA-DRA protein expression in patients whose tumors lacked FOXP1 expression (*P*=0.0373) or showed only weak FOXP1 expression (*P*=0.0359) than in those with strong FOXP1 expression (Figure 6a). No significant correlation between the frequency of FOXP1 and HLA-DRA expression was observed (*P*=0.2248; Supplementary Figure S7A). However, among DLBCL with reduced HLA-DRA expression (<90%) there was a reciprocal relationship between both their frequency (*P*=0.0456) and intensity (*P*=0.0349) in the non-GCB subtype (Figure 6b and Supplementary Figure S7B), which was not observed in GCB-DLBCL (Supplementary Figure S7C). There was a significant positive relationship between the frequency of expression of HLA-DRA and a direct FOXP1 target, HIP1R (*P*=0.0008), although not with their intensity (Supplementary Figure S7D). We previously demonstrated that reciprocal frequency expression of FOXP1 (⩾70%) and HIP1R (⩽10%), the FOXP1^hi^HIP1R^lo^ phenotype, in this DLBCL series was more clinically relevant than either marker alone and hypothesized that this might represent a preferential measure of FOXP1_S_ transcriptional activity.^7^ Interestingly, patients with reciprocal patterns of FOXP1 and HIP1R expression exhibited significantly reduced intensity (*P*=0.0405) and frequency (*P*=0.0300) of HLA-DRA expression (Figure 6c).

## Discussion

Here we compare the patterns of gene expression regulated by FOXP1_L_ in GCB-DLBCL and predominantly FOXP1_S_ expressed in ABC-DLBCL. Differences between FOXP1 targets in DLBCL molecular subtypes suggest that distinct FOXP1 isoforms in combination with their different genetic backgrounds generate significant functional differences. The analysis of individual FOXP1 target genes identifies several direct targets, in addition to *HIP1R*,^7^ whose expression contributes to the GCB-DLBCL COO signature, including *LPP*,^33^ *VNN2*^33^ and *NEIL1*.^34^ This is consistent with data from Sagardoy *et al.*^46^ demonstrating that FOXP1 regulates genes involved in the GC reaction and that downregulation of FOXP1 is required for GCB function.

Although microarray analysis and ChIP-sequencing previously identified FOXP1 as a transcriptional repressor of immune signaling in the central nervous system,^11^ our study is the first to identify FOXP1 as a regulator of MHC II expression. Gene expression profiling studies in primary DLBCL identified an MHC class II gene expression signature conferring a favorable prognosis in CHOP-treated patients.^47^ This was presumed to be a consequence of effective presentation of tumor antigens to the immune system, as lower numbers of CD8^+^ tumor-infiltrating lymphocytes were previously observed in sporadic DLBCL that had lost one or more class I or class II HLA proteins^48^ and subsequently in those with low MHC II transcript and protein expression.^41^ Several studies have demonstrated a relationship between loss of MHC II expression in chemotherapy-treated DLBCL and poor outcome.^13, 17, 40, 41, 42^ However, other studies have found no relationship between HLA-DRA expression and clinical outcome.^49, 50^

There have been few studies of the clinical relevance of HLA-DRA in the post-rituximab era. However, low transcript levels of *HLA-DRB* and *HLA-DQA1* (<20%) and high levels of *MYC* (>80%), determined using a quantitative nuclease-protection assay, were predictors of poor prognosis in 116  R-CHOP-treated DLBCL.^51^ Interestingly, FOXP1 may functionally link these two observations, as repression of microRNA-34a by MYC has been reported to enable high-level FOXP1 protein expression,^52^ which may then functionally repress MHC II transcription. HLA-DRA expression (>1% cutoff for positive versus negative), assessed using the DAKO M0746 antibody, did not predict outcome in either CHOP or R-CHOP cohorts from the large German RICOVER-60 trial.^53^ The Lunenburg Lymphoma Biomarker Consortium found HLA-DR expression, scored as negative versus positive, predicted OS in one of their two CHOP-treated cohorts and not in CHOP-treated patients who had received rituximab.^54^ In addition, a recent flow cytometry study of a small series of 36 Japanese patients reported that DLBCL patients with 'not bright' HLA-DR staining had a poor prognosis.^55^

In the current series of 150 homogeneously R-CHOP-treated *de novo* DLBCL patients, reduced frequency of HLA-DRA protein expression predicted both poor OS and PFS. Previous studies have tended to compare tumors with complete loss of HLA-DRA expression or those with the lowest 10–20% expression (in some studies based on MHC II transcript analyses). We elected to use a 90% cutoff to distinguish cases with reduced HLA-DRA expression on the basis that this was the most predictive of outcome and would identify patients where tumor cells might be capable of escaping immune surveillance. However, ⩾10% frequency of positivity cutoff in the current series was also able to significantly predict poor OS (*P*=0.035), while a ⩾20% cutoff predicted both OS (*P*=0.0067) and PFS (*P*=0.0379).

Several components of the CIITA complex have been identified through their contribution to loss of MHC II gene expression in bare lymphocyte syndrome patients.^56^ However, the embryonic lethality associated with *Foxp1* deletion in mice^57^ may explain why FOXP1 has no bare lymphocyte syndrome association. Unlike most DLBCL, testicular lymphomas commonly display genetic deletions of the MHC II genes. The recent identification of genetic rearrangements of *CIITA* and *FOXP1* in primary testicular DLBCL^58^ provides independent evidence of their functional connection. Further studies are needed to determine the mechanism(s) by which FOXP1 regulates MHC II gene expression. Previous studies in DLBCL have suggested that the mechanism is not via regulation of CIITA expression but rather through an unknown transcriptional regulator.^24, 26^ Certainly FOXP1 silencing in ABC-DLBCL can increase the transcription and cell-surface expression of molecules under the transcriptional control of the CIITA complex, such as HLA-DRA and CD74. A direct interaction with components of the CIITA complex may be one mechanism by which FOXP1 regulates its activity. Further studies are ongoing to explore this possibility, and our data mining of previously published FOXP1 ChIP-seq data^39^ has already confirmed that FOXP1 can indeed occupy *HLA*, *CIITA* and *CD74* promoters in DLBCL cells, including the OCI-Ly3 cell line studied here (Supplementary Table S6).

To the best of our knowledge, we are the first to identify FOXP1 as a novel MHC II regulator. FOXP1_S_ expression contributes to pathogenic MHC II downregulation in DLBCL and may also be important for its normal role in B cells where FOXP1_S_ is induced during B-cell activation/maturation.^9^ Targeting the FOXP1 pathway may enable the upregulation of classical and non-classical MHC II genes to overcome tumor-immune evasion.^15, 59^ We propose that FOXP1 may act together with the CIITA complex to regulate expression of MHC II genes. This may have important implications for cancer immunotherapy and strengthens the case for the FOXP1 pathway as both a useful biomarker and a novel therapeutic target for restoring antigen presentation and immune surveillance in DLBCL.

## Figures and Tables

**Figure 1:**
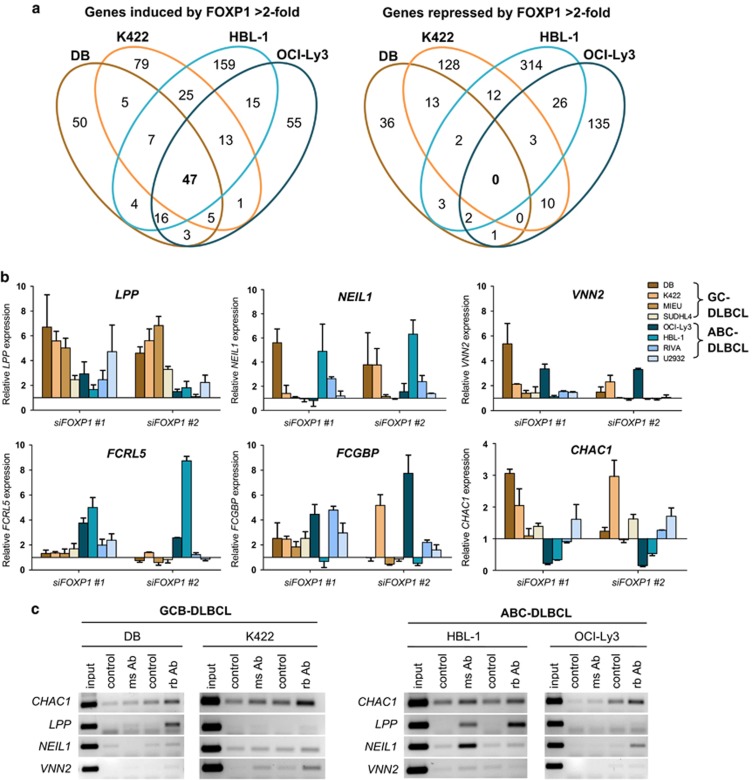
FOXP1 depletion and microarray target gene validation in GCB- and ABC-DLBCL cell lines. (**a**) Venn diagram of the number of genes with ⩾2-fold repression or induction after 48 h FOXP1 silencing in four DLBCL lines. (**b**) qRT-PCR validation of target gene regulation in an extended panel of FOXP1-silenced DLBCL lines (DB, K422 (Karpas 422), MIEU, SUDHL4, OCI-Ly3, HBL-1, RIVA and U2932), *n*=3 biological replicates. (**c**) ChIP assays of FOXP1 binding to *CHAC1*, *LPP*, *NEIL1* and *VNN2* promoter sequences. Anti-FOXP1 antibodies used are as follows: ms Ab, mouse JC12; rb Ab, rabbit Ab16645 (Abcam).

**Figure 2:**
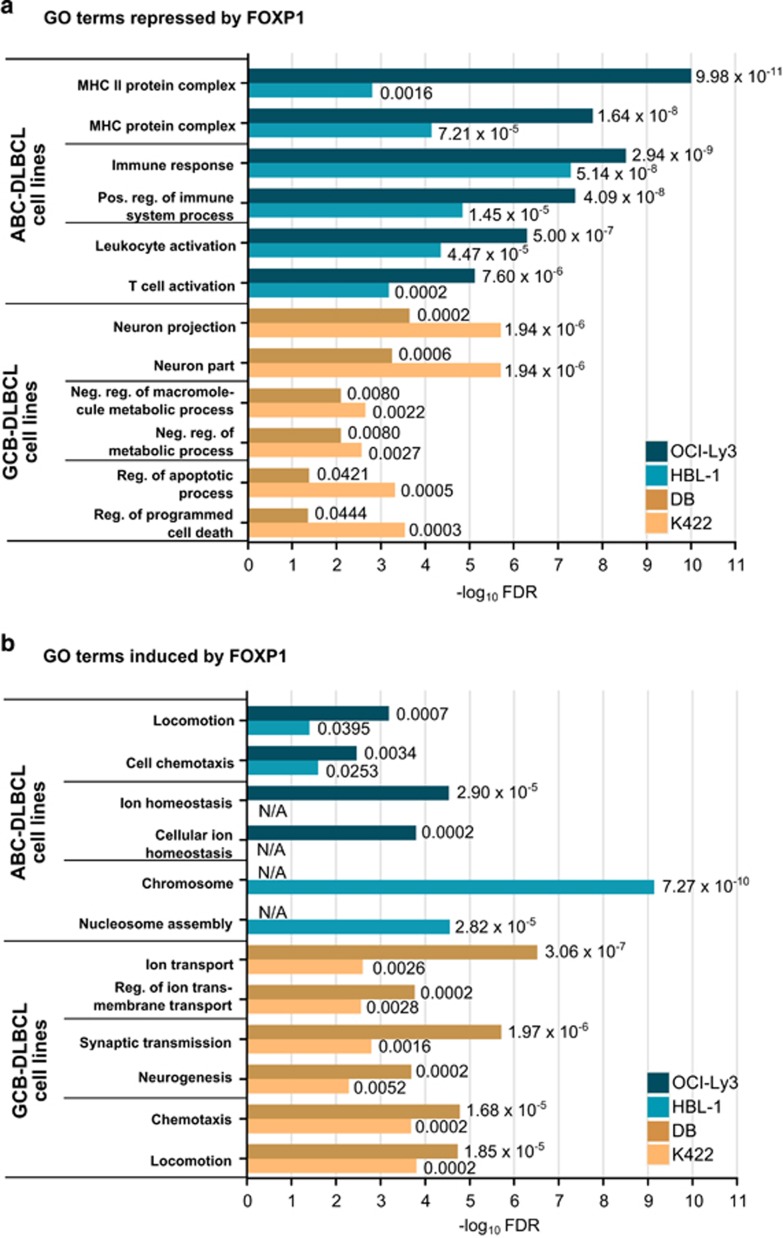
GO enrichment analysis of the biological processes influenced by FOXP1 silencing in GCB- and ABC-DLBCL cells. (**a**) GO terms enriched in FOXP1-repressed gene sets (that is, genes upregulated by FOXP1 depletion). GO terms significantly enriched in ABC-DLBCL, but not in GCB-DLBCL, cells include MHC II complexes, regulation of immune responses and leukocyte activation. (**b**) GO terms enriched in FOXP1-induced gene sets (that is, genes downregulated by FOXP1 depletion). Both GCB- and ABC-DLBCL cells share GOs related to cell movement. The graphs were plotted on a negative log_10_ scale (higher −log_10_ value denotes more significant false discovery rate (FDR) value) and the actual linear FDR values are shown next to each bar.

**Figure 3:**
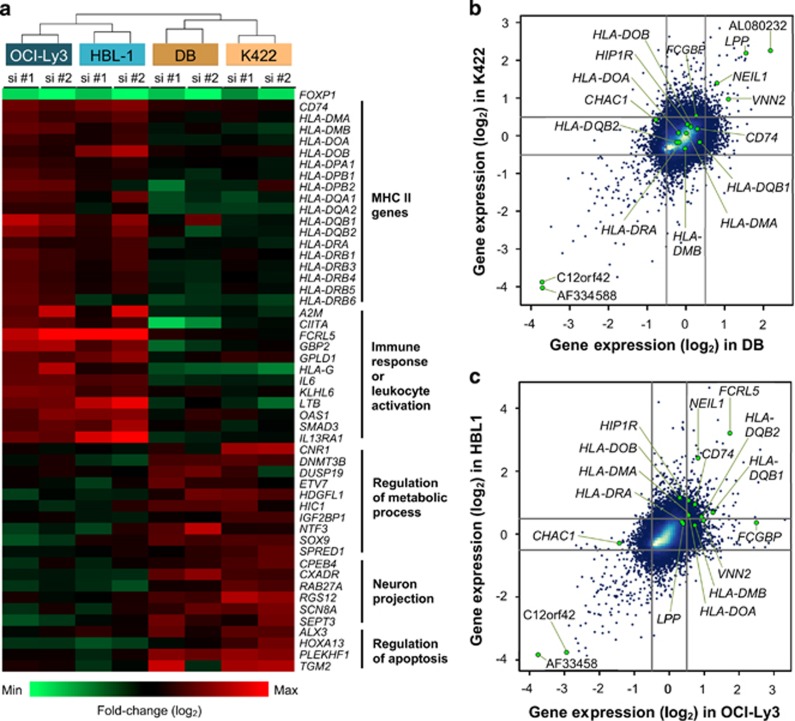
Heat maps and scatter plots illustrating differential expression of MHC class II and other genes in FOXP1-depleted DLBCL cell lines. (**a**) Heat map showing differential expression of genes between ABC- and GCB-DLBCL cells involved in the MHC II protein complex and immune response (upregulated in FOXP1-depleted ABC-DLBCL cells) or metabolic processes, neuron projection and apoptosis (upregulated in FOXP1-depleted GCB-DLBCL cells). Each column in the heat map represents the fold-change in gene expression between the siRNA control and the FOXP1 targeting siRNA for two independent FOXP1 siRNAs (labeled si #1 and si #2) in each DLBCL cell line. Rows show individual genes. (**b**) Scatter plot analysis of gene expression profiling (*n*=41 000 probes) for FOXP1-silenced DB (*x* axis) versus K422 (Karpas 422) (*y* axis) cell lines. The cutoff on the positive or negative scale on both *x* and *y* axis corresponds to ±1.41-fold cutoff change. Individual MHC II genes were not significantly upregulated but are illustrated because of the importance of the overall pathway. (**c**) Scatter plot analysis of gene expression profiling (*n*=41 000 probes) for FOXP1-silenced OCI-Ly3 (*x* axis) versus HBL-1 (*y* axis) cell lines with ±1.41-fold as cutoff values for both *x* and *y* axis. Codes used to generate Figures 3b and c are available on request (by e-mail).

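LPP had a log2 ratio of 1.37 ± 0.41 (SD, n = 6) in DB and 2.07 ± 0.13 in K422, and its other probe 1.55 and 2.19. NEIL1 had 0.80 ± 0.63 in DB and 1.4 ± 0.50 in K422, and VNN2 1.10 ± 0.45 and 0.98 ± 0.12. Without replicate 3 of DB, NEIL1 had 0.49 there and was not called. AL080232 rose by 2.18 ± 0.46 in DB and 2.26 ± 0.30 in K422. C12orf42 was not well above background in the siFOXP1 channel of either line and was at least 1.33-fold lower in DB and 1.5-fold lower in K422. CHAC1 had -0.77 ± 1.64 in DB (limma adjusted p = 0.237), from -3.63 to 0.55, and without replicate 2 of DB its value was 0.22. In K422 it had 0.43 ± 0.15, higher on 6 of 6 arrays (adjusted p = 0.523).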

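FCRL5 had a log2 ratio of 1.73 ± 0.33 (SD, n = 6) in OCI-Ly3 and 3.22 ± 0.28 in HBL-1, and FCGBP 2.49 ± 0.52 and 0.37 ± 0.26, with its siCtrl channel well above background on 4 of 6 arrays of HBL-1. NEIL1 had 0.83 ± 0.36 in OCI-Ly3 and 2.42 ± 0.50 in HBL-1, VNN2 0.98 ± 0.35 and 0.45 ± 0.07, and LPP 0.54 ± 0.25 and 0.24 ± 0.21. CHAC1 had -1.43 ± 0.72 in OCI-Ly3, lower on 6 of 6 arrays (limma adjusted p = 0.0136), and without replicate 1 or 3 of OCI-Ly3 it was not called, with adjusted p of 0.114 and 0.124. In HBL-1 it had -0.28 ± 0.11 (adjusted p = 0.704, on the spread shared with DB). C12orf42 was well above background in both channels on 6 of 6 arrays of each line, with 0.53 ± 0.21 in OCI-Ly3 and -0.46 ± 0.77 in HBL-1, where siFOXP1 #1 gave -1.10 and #2 0.17.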

**Figure 4:**
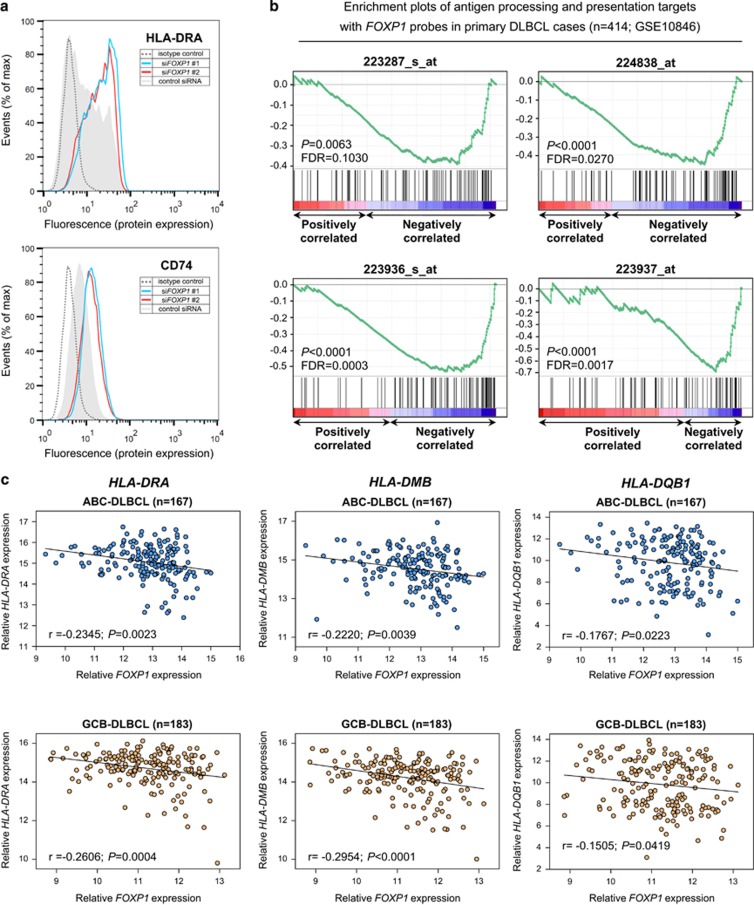
FOXP1 silencing increases HLA-DRA expression in ABC-DLBCL while *FOXP1* transcripts are inversely correlated with antigen processing/presentation and with individual *MHC II* genes in primary DLBCL. (**a**) Knockdown of FOXP1 in OCI-Ly3 cells increased HLA-DRA and CD74 protein expression on the cell surface. Flow cytometry plots shown are representative of three independent experiments. (**b**) Gene Set Enrichment Analysis of primary DLBCL cases (*n*=414; GSE10846) for gene sets associated with *FOXP1* transcript expression; the 'antigen processing and presentation' signature was significantly enriched according to four independent *FOXP1* probes (*P*<0.05; false discovery rate <0.25). (**c**) Significant (*P*<0.05) inverse correlations between *FOXP1* (223287_s_at) and selected MHC II transcripts (*HLA-DRA*, 210982_s_at; *HLA-DMB*, 217478_s_at and *HLA-DQB1*, 212999_x_at) in primary ABC-DLBCL (*n*=167) and GCB-DLBCL (*n*=183) cases derived from data set GSE10846.

**Figure 5:**
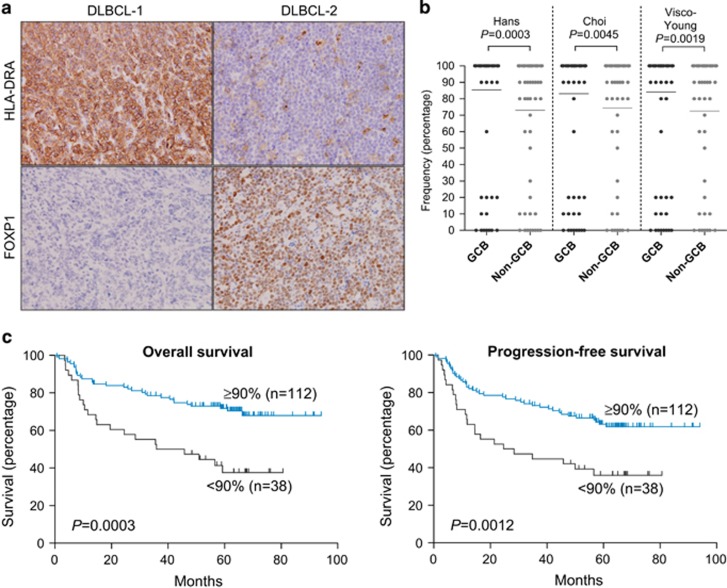
HLA-DRA expression and its relationship with FOXP1, COO and clinical outcome in primary DLBCL patients. (**a**) Representative DLBCL cases with inverse FOXP1 and HLA-DRA expression patterns by immunohistochemical labeling and photographed at × 200 magnification. DLBCL-1 biopsy was scored 100% for HLA-DRA positivity and 0% for FOXP1-positive cells. DLBCL-2 biopsy was scored 0% and 90% for HLA-DRA and FOXP1 labeling, respectively. (**b**) Frequency of HLA-DRA positivity in GCB- and non-GCB-DLBCL cases is significantly different (*P*<0.05), as classified by Hans, Choi and Visco–Young algorithms. (**c**) Kaplan–Meier curves of OS (left panel) and PFS (right panel) in high (⩾90%) or low (<90%) HLA-DRA expressing groups of DLBCL patients (*n*=150) showed worse outcome for patients exhibiting <90% HLA-DRA positivity.

**Figure 6:**
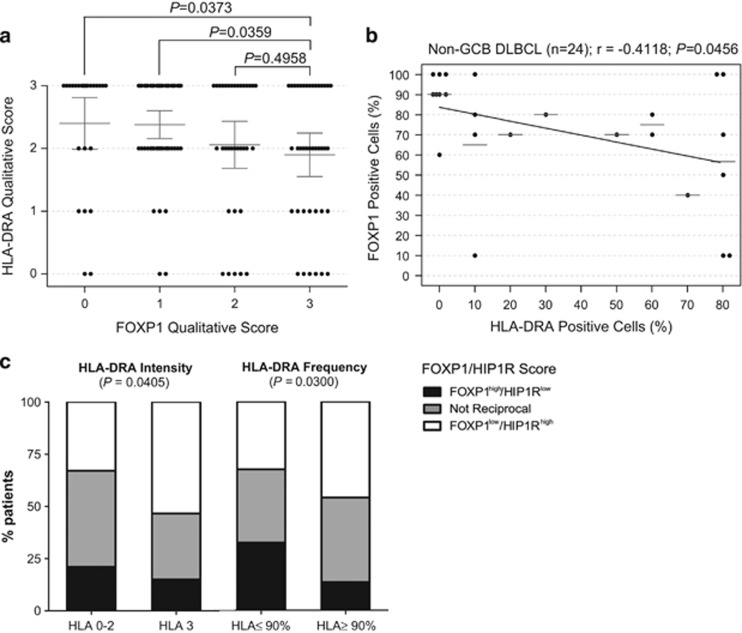
Relationships between the expression of HLA-DRA, FOXP1 and the FOXP1 target HIP1R in primary DLBCL. (**a**) Qualitative scoring of the intensity of FOXP1 and HLA-DRA labeling identified significant inverse relationships between these molecules. DLBCL with no loss of HLA-DRA expression exhibited a significantly higher number of cases with lower FOXP1 scores (*P*=0.0373). (**b**) Significant inverse correlation between FOXP1 and HLA-DRA (<90% frequency expression) in non-GCB DLBCL cases (*n*=24) was observed in frequency (*r*=−0.4118; *P*=0.046) category. (**c**) Reciprocal expression of FOXP1/HIP1R, used as an indicator of FOXP1_S_ transcriptional activity, significantly correlated with both qualitative and quantitative HLA-DRA scores.

**Table 1:** Clinicopathological characteristics of DLBCL patients stratified according to HLA-DRA expression

*Characteristics*	*All cases (*n=*150)*^a^	*HLA-DRA<90% (*n=*38)*	*HLA-DRA⩾90% (*n=*112)*	P*-value*
*Age (years)*				0.2574
Median	67	70	66	
Range	20–91	32–87	20–91	
				
*Sex*				0.6338
Female (%)	70 (47)	19 (13)	51 (34)	
Male (%)	80 (53)	19 (13)	61 (40)	
				
*Stage*				0.0376
I–II (%)	81 (54)	15 (10)	66 (44)	
III–IV (%)	69 (46)	23 (15)	46 (31)	
				
*Performance status*				0.3634
0–1 (%)	129 (86)	31 (21)	98 (65)	
⩾2 (%)	21 (14)	7 (5)	14 (9)	
				
*LDH*				0.0123
⩽ULN (%)	89 (59)	16 (11)	73 (48)	
>ULN (%)	61 (41)	22 (15)	39 (26)	
				
*Extranodal sites*				0.6375
0–1 (%)	126 (84)	31 (21)	95 (63)	
⩾2 (%)	24 (16)	7 (5)	17 (11)	
				
*IPI*				0.5120
0–2 (%)	89 (59)	25 (17)	80 (53)	
3–5 (%)	61 (41)	13 (9)	32 (21)	
				
*COO (Hans)*				0.0016
GCB (%)	88 (59)	14 (9)	74 (50)	
Non-GCB (%)	62 (41)	24 (16)	38 (25)	
				
*COO (Choi; n=147)*^a^				0.0135
GCB (%)	94 (64)	18 (12)	76 (52)	
Non-GCB (%)	53 (36)	20 (14)	33 (22)	
				
*COO (Visco–Young; n=148)*^b^				0.0088
GCB (%)	96 (65)	18 (12)	78 (53)	
Non-GCB (%)	52 (35)	20 (13)	32 (22)	

Abbreviations: COO, cell-of-origin; DLBCL, diffuse large B-cell lymphoma; GCB, germinal center B-cell; HLA-DRA, human leukocyte antigen DR alpha chain; IPI, International Prognostic Index; LDH, lactate dehydrogenase; ULN, upper limit of normal.

a Three cases (of 150) could not be classified for COO according to Choi algorithm.

b Two cases (of 150) could not be classified for COO according to Visco–Young algorithm.

**Table 2:** Multivariate analysis for OS and PFS in DLBCL patients treated with R-CHOP according to IPI, HLA-DRA expression and COO

*Risk factor*	*OS*			*PFS*		
	*95% CI*	*Hazard ratio*	P*-value*	*95% CI*	*Hazard ratio*	P*-value*
IPI⩾3	1.77–5.14	3.02	<0.0001	1.85–4.99	3.04	<0.0001
HLA-DRA<90%	1.26–3.79	2.19	0.0053	1.10–3.11	1.85	0.0207
Non-GCB phenotype (Hans algorithm)	0.93–2.75	1.60	0.0880	0.94–2.55	1.54	0.0883
IPI⩾3	1.68–4.98	2.89	0.0001	1.77–4.86	2.93	<0.0001
HLA-DRA<90%	1.30–3.94	2.26	0.0039	1.11–3.15	1.87	0.0193
Non-GCB phenotype (Choi algorithm)	0.99–2.96	1.72	0.0528	1.01–2.78	1.68	0.0456
IPI⩾3	1.75–5.18	3.01	<0.0001	1.83–5.00	3.02	<0.0001
HLA-DRA<90%	1.30–3.90	2.25	0.0039	1.11–3.14	1.87	0.0178
Non-GCB phenotype (Visco–Young algorithm)	1.20–3.56	2.07	0.0089	1.23–3.36	2.04	0.0055

Abbreviations: CI, confidence interval; COO, cell-of-origin; DLBCL, diffuse large B-cell lymphoma; GCB, germinal center B-cell; HLA, human leukocyte antigen; IPI, International Prognostic Index; OS, overall survival; PFS, progression-free survival; R-CHOP, rituximab, cyclophosphamide, doxorubicin, vincristine and prednisone. Note: IPI and low HLA-DRA expression (<90%) were analyzed separately with regards to non-GCB phenotype determined using three different algorithms.

How the deposited data were processed for this re-analysis (not part of the article)

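FOXP1 was silenced for 48 h in DB, K422, HBL-1 and OCI-Ly3 cells with each of 2 siRNAs in 3 replicates, and each RNA was hybridised against that of siCtrl-treated cells of the same line on a 2-colour Agilent array, 24 arrays in all. The authors scanned the arrays and deposited the Feature Extraction output, which holds intensity per channel and a log10 ratio of Cy5 over Cy3 after background subtraction and linear and loess normalization within the array. The methods name Feature Extraction version 10.5.1.1, which the headers give for scan 1 (DB and OCI-Ly3), while those of scan 2 (K422 and HBL-1) give 10.7.3.1. The authors also deposited a matrix of 41078 entries, 41000 probes and 78 controls, whose values run with log2 of Cy3 over Cy5 (correlation per array from 0.804 to 0.998) without median centring.

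Each array has 45015 spots, of which 1639 control spots and between 113 and 469 outlier spots were left out. LogRatio was divided by log10 of 2 and its sign turned, so that positive values are higher on silencing. Gene names are those of the array design, and coordinates are hg18 as in the files. The brightest probe over all arrays and channels stood for a gene. Where signal is at background, Feature Extraction uses a surrogate value or sets the ratio to 0, so such ratios are uncertain, and probes not well above background in either channel can still have a ratio other than 0. Between 57.3% and 64.5% of probes per array were well above background in at least one channel.

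R 4.3.3 with limma 3.58.1 fitted a mean for each of the 8 combinations of line and siRNA over all arrays, and a line's value is the mean of its 2 siRNAs. Benjamini-Hochberg adjustment ran over all genes, and a call needed an adjusted p under 0.05 and a log2 limit of 1 or 0.5. The MHC II set was tested with camera, at its preset correlation between genes, and with fry. On simulated data for 29750 genes, with 200 genes changed by 1.5 per line, 97% of the changed genes were recovered in each of the 4 lines.

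Named genes are those of the paper's text and microarray figures and, in each line and between subtypes, the 3 greatest rises and 3 greatest falls past 2-fold that went 1 way on all 6 arrays and were well above background in a channel on all 6. The series describes independent experiments, and replicate numbers were taken as pairing arrays of a line. The correlation of deviations within a pair ran from 0.0468 to 0.284 over all genes, and from 0.207 to 0.720 over 13837 genes well above background in both channels on most arrays. The measure had not been fixed beforehand, so both are given.

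Alternatives were normexp (offset 50) with loess or with median centring, the deposited matrix, filters on dim probes, outlier spots kept, the mean over probes or any probe, replicates or slides as a block, another prior, each line alone, the t-test of the methods, fold change alone, each siRNA alone or both, line means, and leaving out each replicate. Slide and scan were tested as batches. ChIP, qRT-PCR, flow cytometry and patient data were not analysed here. No GO annotation was used, so the published lists were counted and no enrichment was computed.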

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

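The tests for MHC II genes and for C12orf42 were chosen after the results were seen.

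In DB, siFOXP1 #1 replicate 3 lay far from the other 5 arrays for NEIL1 (2.05, others 0.30 to 0.81), for VNN2 (1.91, others 0.70 to 1.16) and for the SD of all log2 ratios (0.564, others 0.386 to 0.442). In K422, siFOXP1 #1 replicate 1 had an SD of 0.515 against 0.412 to 0.448. Of 48 groups of 6 arrays, 4 held such an array, where chance gives about 2.4. No explanation was tested for these arrays, and the 3 values of the DB array are not independent.

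The MHC II genes differed between subtypes by a median of 0.54. The difference was 0.39 or more within each scan, which argues against scan day and software version. Outside the DRB, DQA and DQB families the median was 0.54 over 9 genes, which argues against cross-hybridisation between near-identical copies. The highest camera adjusted p over the other 3 normalizations was 1.01e-25, which the preset correlation between genes can make too small. A subtype effect is therefore a hypothesis that may explain it, but with 2 lines per subtype a difference between lines cannot be excluded, and the test on 4 line means called 0 single genes.

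C12orf42 differed by 3.83 between subtypes on fitted ratios that rest on surrogate values in DB and K422, and by 0.67 under normexp with loess, so the size of the difference is not measured. A dye bias of the probe cannot be told apart from an effect, since its siFOXP1 channel was at background in DB and K422. An added Cy5 signal would be hidden in OCI-Ly3, where the gene is bright (log2 Cy5 signal of 9.21). In HBL-1 the signal was 6.49, against 5.57 in DB and 5.72 in K422, so an added signal need not be hidden there. HBL-1 does not decide either, since its log2 ratio varied widely (-0.46 ± 0.77, SD, n = 6). Of the other probes of C12orf42, 0 were well above background in DB and K422, so they decide nothing.

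LPP differed between subtypes by -1.33, FCRL5 by 2.36, FCGBP by 1.04, HIP1R by 0.64, CD74 by 0.60 and AL080232 by -1.69, each past the threshold of the test of the difference. With slides as a block FCGBP (adjusted p of 0.0639) and AL080232 (0.0597) did not pass, nor did HIP1R with the mean over probes (0.45) or CD74 under normexp with median centring (adjusted p of 0.0571). FCGBP differed by 2.23 between OCI-Ly3 and DB and by -0.16 between HBL-1 and K422, so it rests on OCI-Ly3. On 4 line means none of these passed (adjusted p of 0.935 each). FCRL5 was at background in both channels in K422. A difference between single lines stays open for each.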

How the results depend on the processing

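The alternatives were set before the data were examined, except the filter on both channels, chosen after the values were seen. A count is given where it moved by over 1.5 times. Unless stated, the cause was not tested. FOXP1 stayed lower in every line under every alternative run. Under each, 0 genes were higher at least 2-fold in all 4 lines and 0 MHC II genes were called higher in DB or K422. The MHC II set stayed higher in OCI-Ly3 and in the difference between subtypes, but its call in HBL-1 was lost under normexp with median centring.

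With normexp and loess, lower genes at 2-fold numbered 2 in DB, 6 in K422, 5 in HBL-1 and 2 in OCI-Ly3, and higher genes at 2-fold numbered 4 in DB, 21 in K422, 58 in HBL-1 and 10 in OCI-Ly3. Genes changed 1.41-fold numbered 80 in DB, 254 in K422, 978 in HBL-1 and 308 in OCI-Ly3, and genes that differed between the siRNAs numbered 79 in DB, 30 in HBL-1 and 43 in OCI-Ly3. The siRNA correlation was 0.446 in DB, 0.713 in K422, 0.865 in HBL-1 and 0.730 in OCI-Ly3, and camera adjusted p of the MHC II set was 0.15 in DB and 0.00578 in K422. Genes lower in all 4 lines numbered 1, and the share of lower genes also in a GCB-DLBCL line was 100% (1 of 1 genes). The share of higher genes also in a GCB-DLBCL line was 0% (0 of 4 genes), and genes that differed between subtypes numbered 143.

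With normexp and median centring, lower genes at 2-fold numbered 3 in DB, 18 in K422, 63 in HBL-1 and 7 in OCI-Ly3, and higher genes at 2-fold numbered 3 in DB, 18 in K422, 31 in HBL-1 and 10 in OCI-Ly3. Genes changed 1.41-fold numbered 57 in DB, 480 in K422 and 267 in OCI-Ly3, and MHC II genes called higher numbered 2 in HBL-1 and 4 in OCI-Ly3. Genes that differed between the siRNAs numbered 0 in DB, 1 in K422, 0 in HBL-1 and 0 in OCI-Ly3, and the siRNA correlation was 0.414 in DB, 0.809 in K422, 0.899 in HBL-1 and 0.277 in OCI-Ly3. Camera adjusted p of the MHC II set was 3.52e-09 in K422 and 0.0869 in HBL-1, and genes lower in all 4 lines numbered 1. The share of higher genes also in a GCB-DLBCL line was 0% (0 of 4 genes), and MHC II genes higher in both ABC-DLBCL lines numbered 1. Genes that differed between subtypes numbered 126.

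With the authors' matrix, genes changed 1.41-fold numbered 2048 in DB, and genes that differed between the siRNAs numbered 71 in DB, 32 in K422, 28 in HBL-1 and 29 in OCI-Ly3. The siRNA correlation was 0.522 in DB and 0.584 in OCI-Ly3, and camera adjusted p of the MHC II set was 0.294 in DB.

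With probes well above background, lower genes at 2-fold numbered 27 in DB, 76 in K422, 128 in HBL-1 and 38 in OCI-Ly3, and genes changed 1.41-fold numbered 427 in DB. Genes that differed between the siRNAs numbered 33 in K422, and the siRNA correlation was 0.447 in DB, 0.722 in K422, 0.869 in HBL-1 and 0.715 in OCI-Ly3. Camera adjusted p of the MHC II set was 0.11 in DB, and genes lower in all 4 lines numbered 7.

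With both channels well above background, lower genes at 2-fold numbered 9 in DB, 38 in K422, 62 in HBL-1 and 11 in OCI-Ly3, and higher genes at 2-fold numbered 13 in DB, 49 in K422, 147 in HBL-1 and 48 in OCI-Ly3. Genes changed 1.41-fold numbered 256 in DB, 731 in K422 and 677 in OCI-Ly3, and genes that differed between the siRNAs numbered 27 in K422. The siRNA correlation was 0.424 in DB, 0.735 in K422, 0.870 in HBL-1 and 0.732 in OCI-Ly3, and camera adjusted p of the MHC II set was 0.104 in DB. Genes lower in all 4 lines numbered 1, and the share of lower genes also in a GCB-DLBCL line was 100% (2 of 2 genes). The share of higher genes also in a GCB-DLBCL line was 0% (0 of 10 genes).

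With the mean over probes, camera adjusted p of the MHC II set was 0.0408 in K422.

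With replicates as a block, genes that differed between the siRNAs numbered 525 in DB, 188 in K422, 209 in HBL-1 and 194 in OCI-Ly3. Among named genes, 15 values fell short of the threshold under it, and no other count or set test changed its call.

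With slides as a block, genes changed 1.41-fold numbered 421 in DB, and genes that differed between the siRNAs numbered 372 in DB, 110 in HBL-1 and 100 in OCI-Ly3. Camera adjusted p of the MHC II set was 0.0693 in DB.

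With siFOXP1 #1 alone, higher genes at 2-fold numbered 80 in DB and 181 in HBL-1, and genes changed 1.41-fold numbered 1621 in HBL-1. MHC II genes called higher numbered 3 in HBL-1, and camera adjusted p of the MHC II set was 0.0538 in DB. Genes lower in all 4 lines numbered 15, and MHC II genes higher in both ABC-DLBCL lines numbered 2.

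With siFOXP1 #2 alone, lower genes at 2-fold numbered 56 in DB, and genes changed 1.41-fold numbered 323 in DB, 662 in K422 and 688 in OCI-Ly3. MHC II genes called higher numbered 5 in OCI-Ly3, and camera adjusted p of the MHC II set was 0.0263 in K422. Genes lower in all 4 lines numbered 16, and the share of lower genes also in a GCB-DLBCL line was 65.0% (26 of 40 genes).

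With each line fitted alone, on fewer arrays, lower genes at 2-fold numbered 26 in DB and 98 in K422, and higher genes at 2-fold numbered 12 in DB. Genes changed 1.41-fold numbered 96 in DB and 850 in K422, and genes that differed between the siRNAs numbered 2 in DB, 0 in K422, 0 in HBL-1 and 4 in OCI-Ly3. Camera adjusted p of the MHC II set was 0.111 in DB and 0.00288 in K422, and genes lower in all 4 lines numbered 11. The share of lower genes also in a GCB-DLBCL line was 54.5% (30 of 55 genes).

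With the unadjusted t-test of the methods, genes that differed between subtypes numbered 1086.

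With the t-test of the methods after Benjamini-Hochberg adjustment, lower genes at 2-fold numbered 18 in DB and 91 in K422, and higher genes at 2-fold numbered 5 in DB. Genes changed 1.41-fold numbered 53 in DB, 758 in K422 and 816 in OCI-Ly3, and genes lower in all 4 lines numbered 9. The share of lower genes also in a GCB-DLBCL line was 51.9% (28 of 54 genes), and genes that differed between subtypes numbered 332.

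With fold change alone, a looser rule, genes changed 1.41-fold numbered 1313 in DB, and genes that differed between subtypes numbered 1340.

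With both siRNAs required, a stricter rule, lower genes at 2-fold numbered 46 in DB, 64 in K422, 144 in HBL-1 and 61 in OCI-Ly3, and higher genes at 2-fold numbered 11 in DB, 71 in K422, 147 in HBL-1 and 67 in OCI-Ly3. Genes changed 1.41-fold numbered 124 in DB, 387 in K422, 1418 in HBL-1 and 390 in OCI-Ly3, and MHC II genes called higher numbered 3 in HBL-1 and 5 in OCI-Ly3. Genes lower in all 4 lines numbered 13, and MHC II genes higher in both ABC-DLBCL lines numbered 1.

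With 4 line means, on fewer values, genes that differed between subtypes numbered 0.

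Leaving out each replicate in turn, lower genes at 2-fold ran from 85 to 131 in DB. Higher genes at 2-fold ran from 44 to 93 in DB and 254 to 453 in HBL-1. Genes changed 1.41-fold ran from 575 to 1031 in DB. MHC II genes called higher ran from 3 to 6 in HBL-1. Genes that differed between the siRNAs ran from 84 to 183 in DB, 23 to 108 in K422 and 38 to 122 in HBL-1. The siRNA correlation ran from 0.251 to 0.409 in DB, 0.439 to 0.540 in K422, 0.648 to 0.745 in HBL-1 and 0.417 to 0.517 in OCI-Ly3. Camera adjusted p of the MHC II set ran from 1.61e-04 to 0.868 in DB and 0.0215 to 0.469 in K422. MHC II genes higher in both ABC-DLBCL lines ran from 2 to 4.

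Of 10137 values of named genes under the alternatives, 9467 kept their side of the threshold, 578 lost it, 87 gained it and 5 reversed. Among the 9467, 273 changed sign without a call on either side. The reversed values were TBC1D9 between subtypes under normexp with loess (0.17) and with median centring (0.15), CNKSR3 between subtypes under the same (-0.062 and -0.0009), and IL13RA1 in DB without replicate 1 of DB (0.64), where leaving out each replicate gave from -0.91 to 0.64.

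Median centring lowered the share of higher genes among those changed 1.41-fold from 61.7% to 22.8% in DB, from 52.8% to 16.5% in K422 and from 57.9% to 7.79% in HBL-1. Under the authors' matrix it was 23.9% in DB, 42.2% in K422 and 45.8% in OCI-Ly3, the last down from 63.4%. There the lower genes rose from 250 to 1559 in DB, from 631 to 972 in K422 and from 487 to 1044 in OCI-Ly3, while the higher genes did not fall (402 to 489, 706 to 709 and 845 to 883). Normexp with loess raised it to 70.9% in HBL-1 and 76.9% in OCI-Ly3. Signal over background limits the folds of dim probes, which have bounds.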

Differences from the paper's values

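C12orf42 in OCI-Ly3 is about -2.9 in the paper's Fig. 3c, measured from the figure, against 0.53 here. In HBL-1 it is about -3.8 in Fig. 3c, measured from the figure, against -0.46 here. None of the alternatives set before the data were examined brought either value within the SD, with 0.39 to 0.67 in OCI-Ly3 and -1.10 to 0.39 in HBL-1. The other 24 labelled points that could be read in Fig. 3b and 3c differed by no more than the SD.

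The paper gives CIITA as repressed by FOXP1 in the ABC-DLBCL lines. Here it did not pass the threshold in OCI-Ly3 (0.51) or HBL-1 (0.13). It passed in OCI-Ly3 with the mean over probes (0.61), with normexp and loess (0.51), with each line fitted alone and with the t-test of the methods.

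The paper gives HLA-DOA as higher in both ABC-DLBCL lines. Here its brightest probe had 0.15 in HBL-1 and did not pass, but another of its probes had 0.62 there and passed when any probe of a gene could count, so the difference rests on the choice of probe.

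The paper's text gives CHAC1 as higher in GCB-DLBCL lines, in a paragraph on qRT-PCR. On the arrays it had -0.77 in DB, and 0.22 without replicate 2 of DB. In K422 it was higher on 6 of 6 arrays, at 0.43, and did not pass the threshold.

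For MHC II genes the paper's counts of 13 in OCI-Ly3 and 7 in HBL-1 compare with 11 and 6 here. Counting any probe of a gene gives 13 and 7. With siFOXP1 #1 alone there were 13 in OCI-Ly3 but 3 in HBL-1, and with siFOXP1 #2 alone 7 in HBL-1 but 5 in OCI-Ly3. For genes higher in both ABC-DLBCL lines and in a GCB-DLBCL line, any probe gives the paper's 5.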

Other observations

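Of the tests here, the one on the siFOXP1 channel and the split by direction were chosen after the results were seen, and those on Cy5 signal, swapped labels, splits and pairing after the gene counts were seen but before their own results.

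Apart from FOXP1, 31 genes were lower in all 4 lines. Of 7 with another probe, 1 had it well above background, that of NEXN, at -0.11 against -2.07 for the brightest, which is too few to decide on dye bias. Their Cy5 signal varied little between lines (median SD 0.45, against 0.81 in matched genes, with 0 matched draws as low), as Cy5 signal that does not come from the gene's RNA could give. Choosing genes lower in every line needs Cy5 signal in every line, so this decides nothing. With both channels required to be well above background, 1 gene was left, FOXP1, against 47.4% of all genes, but a real fall of a dim gene would end at background too. Dye bias, unspecific Cy5 signal and a true fall cannot be told apart without a dye swap.

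Of 701 genes called in one line only, 67.8% were well above background there, against 60.3% of all genes, which argues against dim signal as the whole cause. For higher genes the share was 75.3%. For lower genes it was 52.4%, below that of all genes, and dim signal stays open.

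Swapping the siFOXP1 and siCtrl labels of some arrays gave as many genes changed 2-fold in 1 of 32 patterns, the real one, in each of DB, K422, HBL-1 and OCI-Ly3. If the arrays of a line are independent, this argues against chance, as far as 32 patterns allow. Swapping a label also turns a dye bias of the probe, so the swaps cannot tell silencing from dye bias. The swaps left out the replicate pairing, and deviations within a pair correlated at 0.207 to 0.720 over genes well above background in both channels. The next highest were 15, 25, 145 and 22 genes.

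For ABC-DLBCL against GCB-DLBCL, 1 of 100 splits of the arrays, the real one, gave as many genes in a fit of 2 groups, which argues against chance among arrays. Of the 2 other pairings of the 4 lines, that of the scans, which also parts the Feature Extraction versions, gave 900 genes and that of K422 and OCI-Ly3 against DB and HBL-1 gave 382, against 682 for the subtypes. The subtypes thus did not give the highest count, and with 4 lines a difference between single lines stays open. Within a scan the counts were 430 and 1307.

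Between siFOXP1 #1 and #2, 2 of 10 splits gave as many genes, and 10 splits cannot exclude chance. The splits left out the replicate block, under which the real counts were higher in each line, so they do not test the blocked counts.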
